A study of Drosophila melanogaster with 26 samples. Its data were reported in "High-throughput assessment of context-dependent effects of chromatin proteins" (2016).

How the data were processed

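The series used TRIP, an assay of many reporters in parallel, in which a pool of cells carries identical reporter genes at random genomic sites, each marked by its own barcode of 21 nt. The cells were Kc167, a Drosophila melanogaster cell line. The reporter was a GFP gene driven by a copper-inducible promoter with binding sites for the yeast protein Gal4 upstream of it, and it was induced with 0.5 mM CuSO4. The pool was transfected with a plasmid encoding the DNA-binding part of Gal4 fused to HP1a (Gal4-HP1), or as controls the DNA-binding part alone (Gal4) or HP1a alone (HP1). HP1a is a heterochromatin protein, and the fusion brings it to the reporter. Per the labels, cells at day 2 after transfection were sorted for the transfection marker, and cells at day 16 were not sorted. The methods of the study give unsorted cells as the source of the genomic DNA (gDNA). On that account, cDNA and gDNA at day 2 came from different sets of cells. Each construct had 2 replicates per day. The 26 samples comprised 12 cDNA libraries, 12 gDNA libraries, the integration mapping and the gDNA of the spike-in pool. Samples were grouped by their labels into material, construct and day.

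The deposited read counts are barcode reads per reporter in cDNA and in gDNA. According to the methods of the study, the authors extracted the barcodes from single reads, removed mutated barcodes, mapped the integrations to the dm3 build by inverse PCR and kept reporters with enough gDNA reads in all samples. The lowest gDNA count in the table of day 2 was 100 reads. The deposited expression values are a ratio: the authors divided the cDNA reads of a reporter by the summed cDNA reads of the spike-in barcodes in that library, and then by the gDNA reads scaled to library size. The spike-in was an independent barcoded pool added at 2.5% by cell count. The deposited list names 232 spike-in barcodes, and 0 of these occurred among the reporters of either table. Within each library with deposited cDNA reads, expression times gDNA reads divided by cDNA reads was a single constant. For HP1 replicate 2, whose cDNA reads were computed as described below, this holds by construction. A wrong constant would therefore move all reporters of a library by the same factor on the log scale and would leave the reads at 0 as they are.

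The header of each table repeats the name of one cDNA column and gives no cDNA column for replicate 2 of HP1. The repeated columns, 2 columns of per-sample values in all, were not used in any step. The cDNA reads of HP1 replicate 2 were computed instead from its deposited expression and gDNA values, and 100% of the resulting values were whole numbers on each day. The computed reads enter the read totals, the count models and the read filters. The expression values of this library are the deposited ones.

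The mean expression of a construct was the mean over its 2 replicates, set to 0 where a replicate was at 0, which is the rule in the methods of the study. Fold changes are ratios of these means. Medians were taken over reporters detected in all 4 libraries of a comparison. Single reporters were tested with limma 3.58.1 in R 4.3.3 on log2(expression + 0.1), with the 6 libraries of a day in one fit and Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of weakly expressed reporters. Other tests were Wilcoxon's rank-sum statistic, Spearman's rho and Pearson's r across reporters, each two-sided with a permutation p from 100000 resamples, run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The smallest p that these permutations can give is 1e-05. Reporters are not independent replicates of a transfection, so that such a p describes these libraries. A comparison of 2 libraries with 2 libraries by an exact test cannot go below p = 0.333, and no test of that kind is given. Tests stayed within the table of a day, except where within-day ratios were compared between days and where expression at day 16 served to rank reporters for the change with HP1 at day 2.

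The tables give positions but no chromatin state. A reporter was called pericentromeric where its chromosome name ended in Het, or where it lay within 1 Mb of the centromere-side end of an arm, the end of 2L, 3L and X being the highest position in the table. The annotation at hand is of another genome build and was not used here, so that no gene is named. Reporters named in the text are the 3 lowest and the 3 highest by fold change of Gal4-HP1 against Gal4 at day 2, among those detected in all 4 libraries, past the adjusted threshold and changed the same way for both replicate numbers. 499 reporters qualified on the lower side and 0 on the higher side.

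The read totals given are those of the reporters in the tables, not of whole libraries, since spike-in and other reads are not in the tables. A count of 0 reads allows up to 3 reads. No fold bound was drawn from counts of 1 to 3 reads. Intervals are 95% Wilson intervals. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

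The fits were tested on simulated counts for the 1093 reporters of day 2, with 200 reporters changed 8-fold. At a dispersion of 0.1, limma recovered 183 of the 200 with 5 false calls among the 893 unchanged reporters, edgeR recovered 197 and DESeq2 194. At the dispersion estimated from the data, 0.737, the fitted log2 fold changes had a median of 2.91 for a true value of 3, but limma recovered 0 of 200, edgeR 4 and DESeq2 91, the last with 23 false calls. At the median dispersion over reporters, 0.515, limma recovered 0 of 200, edgeR 65 and DESeq2 123, the last with 25 false calls. With 873 reporters lowered 8-fold, limma recovered 0 and edgeR 0 at the dispersion of 0.737, and 272 and 569 at that of 0.515. DESeq2 recovered 481 and 669 of the 873. The data of day 2 gave 589 calls with limma and 523 with edgeR for Gal4-HP1 against Gal4, more than limma and edgeR made in simulations at 0.737. The 589 calls of limma were also more than the 272 it recovered at 0.515, and the 523 of edgeR were fewer than its 569. In simulations for the 740 reporters of day 16, at their estimated dispersion of 0.299, limma recovered 131 of 200 reporters changed 8-fold with 6 false calls, edgeR 169 and DESeq2 187.

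The alternatives fixed before the data were examined were other pseudocounts, filters on detection and on gDNA reads, a replicate block, other scalings, edgeR 4.0.16 and DESeq2 1.42.0 on the cDNA counts with offsets for gDNA and spike-in, other sets of reporters and locations, and leaving out each replicate number. Alternatives with a floor of 3 reads, with 3 or fewer reads counted as not detected or with a minimum of 100 cDNA reads, those with separate HP1 replicates and those for the difference of the location effect between days, were chosen after seeing the data.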

Results

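Reporter expression was measured by barcode counting in a pool of Kc167 cells, a Drosophila cell line, after transfection of Gal4-HP1, Gal4 or HP1. The table of day 2 held 1093 mapped reporters and that of day 16 held 740, of which 718 were in both. At day 2 the cDNA reads on reporters numbered 4468228 and 3347584 in the Gal4-HP1 libraries, 2024883 and 2972919 in the Gal4 libraries, and 3771775 and 4095080 in the HP1 libraries. At day 16 they ranged from 3068488 to 5599409. The gDNA reads on reporters ranged from 4063205 to 6196070 over the 12 gDNA libraries. The median reporter had between 247 and 415 cDNA reads per library at day 2 and between 790.5 and 1248 at day 16.

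Replicates were compared first, because fold changes were taken between their means. On log2(expression + 0.1), Pearson's r across reporters at day 2 was 0.741 for Gal4-HP1, 0.832 for Gal4 and 0.859 for HP1, and Spearman's rho was 0.737, 0.858 and 0.886. At day 16, r was 0.913 for Gal4-HP1, 0.908 for Gal4 and 0.927 for HP1, and rho was 0.910, 0.889 and 0.926. Correlation does not show offsets: the median log2 difference of replicate 2 from replicate 1 lay between -0.17 and 0.16 in the Gal4-HP1 and HP1 libraries of both days and in the Gal4 libraries of day 2, but was 1.23 in the Gal4 libraries of day 16.

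The main comparison asked whether bringing HP1 to a reporter lowers its expression. At day 2, summed expression over all reporters was 16871 ± 757 (SD, n = 2) with Gal4-HP1 and 77105 ± 184 (SD, n = 2) with Gal4. The ratio of the sums was 0.212 for replicate 1 and 0.226 for replicate 2. The 828 reporters detected in all 4 libraries had a mean ratio of 0.227 ± 0.246 (SD across reporters). Their median log2 fold change was -2.59, and it was -2.64 for replicate 1 and -2.68 for replicate 2. Expression was lower with Gal4-HP1 at 811 of these reporters, or 97.9%. In the limma fit, 589 of 1093 reporters were lower and 0 were higher at an adjusted p under 0.05, and 718 were lower at an unadjusted p under 0.05, with 0 higher. The alternative that moved this count most was setting the library medians equal in place of the spike-in scaling, which left 5 reporters. Equal medians remove a shift common to most reporters by construction.

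**Figure D1:**
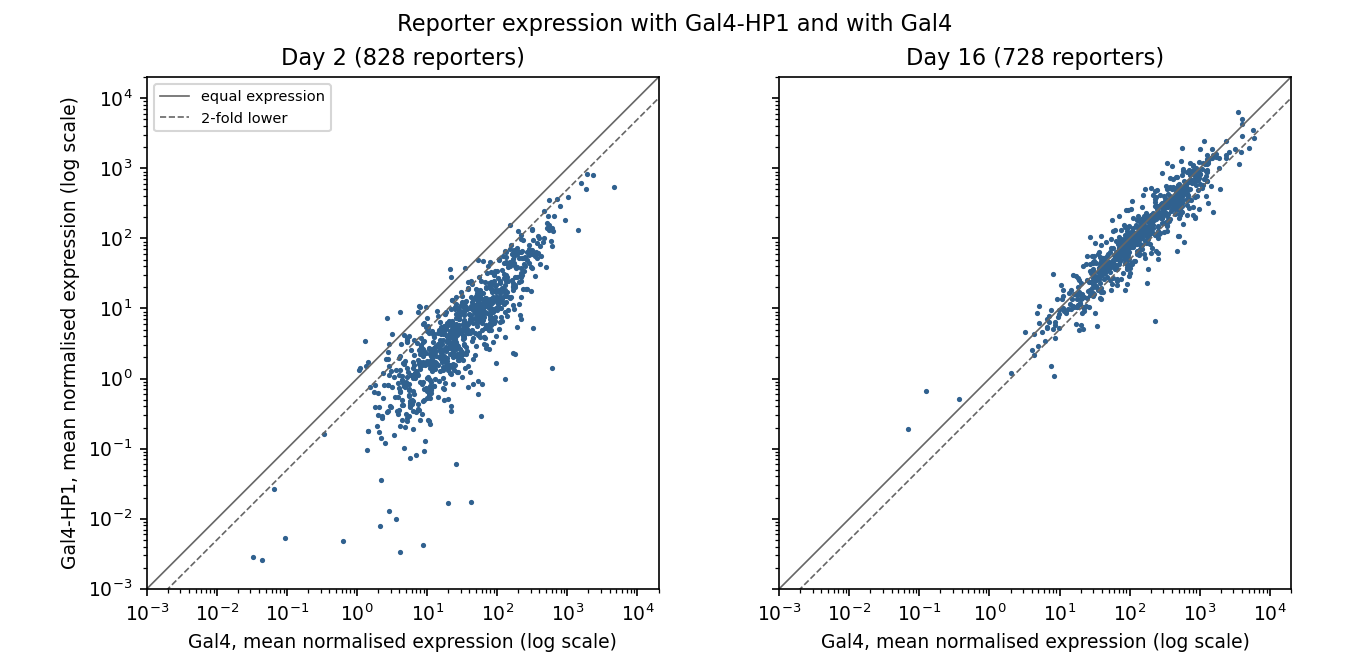
Mean normalised expression with Gal4-HP1 (vertical, log scale) against Gal4 (horizontal, log scale), a point per reporter detected in all 4 libraries, with lines for equal and for 2-fold lower expression. At day 2 most of the 828 points lie under the 2-fold line, and at day 16 the 728 points lie around the line of equal expression.

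Reporters were then sorted by the size of the change at day 2. Of the 1028 reporters detected in both Gal4 libraries, 769 (74.8%) were lowered over 2-fold and still detected in both Gal4-HP1 libraries, 200 (19.5%) were at 0 reads in at least 1 Gal4-HP1 library, 56 (5.45%) changed within 2-fold and 3 (0.292%) were raised over 2-fold. As shares of all 1093 reporters these are 70.4%, 18.3%, 5.12% and 0.274%. The class at 0 depended on the rule for replicates: with the plain mean of both replicates 73 reporters (6.80%) were at 0. A count of 0 allows up to 3 reads by counting error alone, so that it means not detected in that library, which need not be silent. The numbers of reporters at 0 were 201 and 142 in the Gal4-HP1 libraries, 47 and 38 in the Gal4 libraries, and 68 and 52 in the HP1 libraries.

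The 3 raised reporters were chosen after their values were seen. Their positions in dm3 were X 15540697, 2R 16665988 and 2R 13836973, with log2 fold changes of 1.11, 1.41 and 1.48. Their adjusted p in the limma fit was 0.905, 0.317 and 0.216, so that none was past the threshold, and at the first of them replicate 1 was lower (log2 -3.10) and replicate 2 was higher (2.42).

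Among reporters that met the rule for naming, the lowest had the barcode GCTCATTTATGGCCGGGTACG and lay at 3R 14553037. It had 1 read in each Gal4-HP1 library against 253 and 514 reads with Gal4, with a limma adjusted p of 0.0101. The next, AGGTGCTTGGACAAAGTCTCC at 2L 22656776, had 1 and 5 reads with Gal4-HP1 and 507 and 1398 with Gal4, with a limma adjusted p of 0.0101. The third, CTCGGTCTACGTCATAACAGA at 3L 24250389, had 1 read in each Gal4-HP1 library and 134 and 347 with Gal4, with a limma adjusted p of 0.0117. No fold is given for these reporters at day 2, because so few reads do not measure one: in Gal4-HP1 replicate 1, 79 reporters had 1 to 3 reads, 3 had 4 to 19 and 56 had 20 to 99, and in replicate 2 these numbers were 54, 13 and 151, against 9, 82 and 227 in Gal4 replicate 1. At day 16 the log2 ratios of these reporters were -0.50, -1.93 and -0.59 in that order, and the limma adjusted p was 0.999 for each.

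HP1 without the Gal4 part served as a control for added HP1 that is not brought to the reporter. At day 2 the mean ratio of HP1 to Gal4 was 0.900 ± 0.982 (SD across 981 reporters), and the ratio of the sums was 0.864 for replicate 1 and 0.969 for replicate 2. The median log2 fold change was -0.49, with -0.58 for replicate 1 and -0.42 for replicate 2, and 718 of the 981 reporters were lower. In the limma fit 1 reporter was lower and 0 were higher, while 86 were lower and 10 higher at an unadjusted p under 0.05. That 1 reporter, CTGGTTATAACGCGGAGGGGT at 2R 4178946, was at 0 reads in both HP1 libraries and had 23 and 48 reads with Gal4, and its limma adjusted p was 0.0269. It was chosen after its values were seen.

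Gal4-HP1 was also lower than HP1. The mean ratio was 0.351 ± 0.544 (SD across 819 reporters) and the median log2 fold change was -2.14, with -2.16 for replicate 1 and -2.33 for replicate 2. In the limma fit 461 reporters were lower and 1 was higher. The count of changed reporters was 243 when only the libraries of these 2 constructs were in the fit. The higher reporter, CTTCGATTGGCCTTTGGTAAG at 2L 17180751, had 10 and 0 reads with HP1 and 118 and 115 with Gal4-HP1, with a limma adjusted p of 0.0465, and was chosen after its values were seen.

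**Figure D2:**
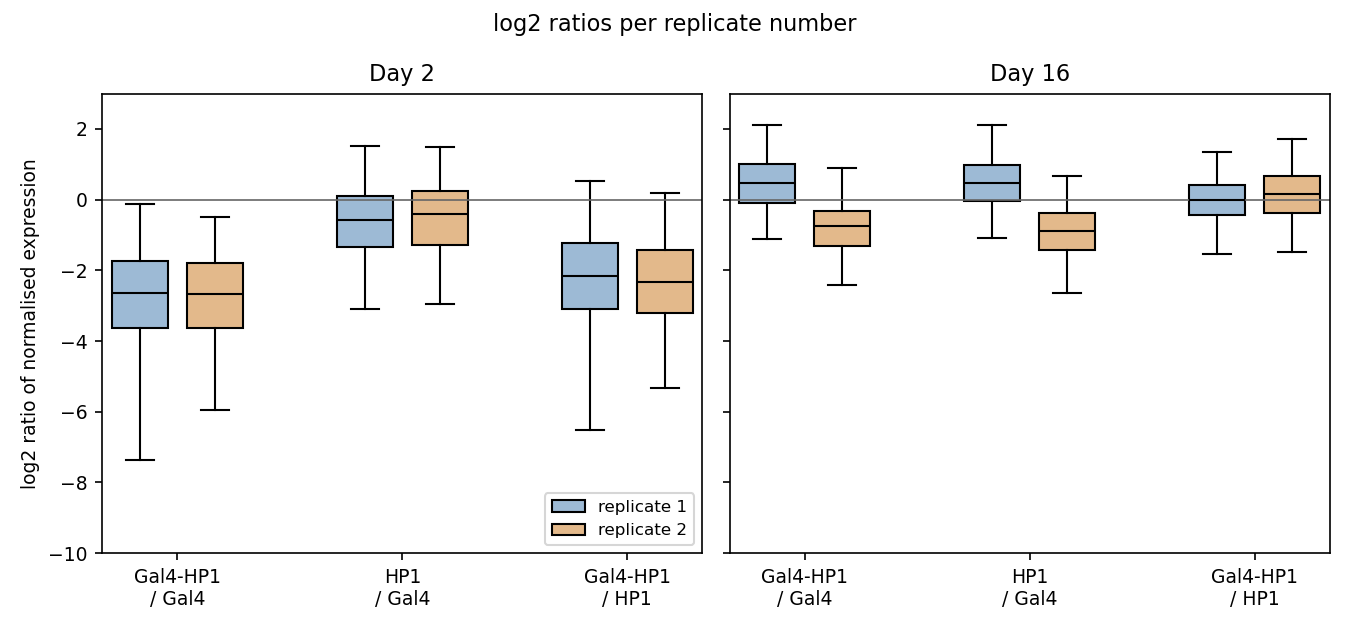
log2 ratios of normalised expression (vertical) for 3 comparisons at each day, with replicate 1 and replicate 2 drawn apart. Boxes span the quartiles, lines inside them are medians and whiskers reach the 5th and 95th percentiles over reporters detected in all 4 libraries. Gal4-HP1 against Gal4 has medians of -2.64 and -2.68 at day 2 and of 0.46 and -0.75 at day 16.

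The next comparison asked whether the change depended on expression before HP1 was brought in, for which the Gal4 libraries stood. Across the 828 reporters, Spearman's rho between log2 Gal4 expression and the log2 fold change was 0.000806 (permutation p = 0.982) and Pearson's r was 0.00468 (permutation p = 0.893). The adjusted p over the 2 relations tested across reporters was 0.982. The Gal4 values stand on both sides of this relation. With Gal4 expression from replicate 1 and the denominator from replicate 2, rho was 0.0972 (permutation p = 0.00495), and with the replicates exchanged it was 0.0646 (permutation p = 0.0617).

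Reporters near centromeres, where HP1 is known to be abundant, were compared with the others. At day 2, 70 reporters were pericentromeric, and 41 of them were detected in all 4 libraries. Gal4 expression was lower at the 70 reporters, with a median log2 of 3.15 against 4.42 (difference -1.26, permutation p = 4e-05, adjusted p over 3 location tests 0.00012). The log2 fold change of Gal4-HP1 against Gal4 had a median of -3.49 at the 41 pericentromeric and -2.57 at 787 other reporters (difference -0.92, permutation p = 0.00018, adjusted p 0.00027), and 30 of the 41 lay under the median of the others. The difference was -1.08 for replicate 1 and -1.02 for replicate 2. Against 41 others matched on Gal4 expression it was -1.23 (permutation p = 0.00106). It was not past the threshold when undetected reporters were included with the pseudocount (-0.75, permutation p = 0.0639), nor from replicate 2 alone over the reporters detected in that replicate (-0.87, permutation p = 0.0539). With HP1 in place of Gal4 as denominator the difference was -0.52 (permutation p = 0.0177).

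**Figure D3:**
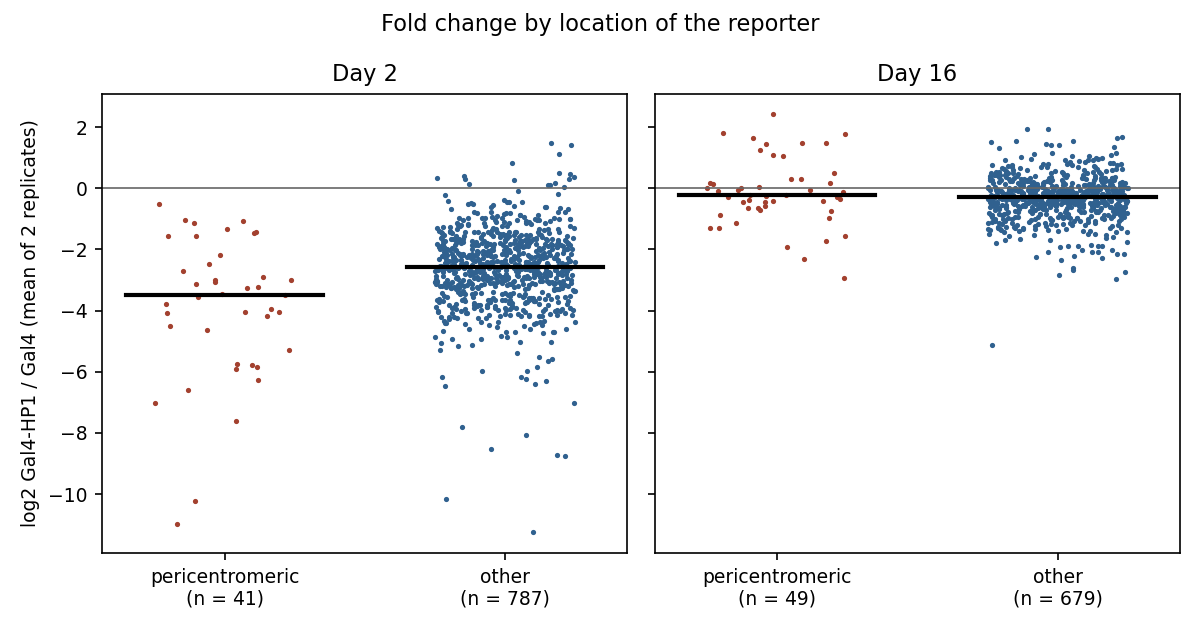
log2 fold change of Gal4-HP1 against Gal4 (vertical) for pericentromeric and other reporters at each day, a point per reporter detected in all 4 libraries, with bars at the medians and horizontal scatter without meaning. The medians are -3.49 and -2.57 at day 2 and -0.23 and -0.29 at day 16.

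The libraries of day 16 asked whether expression was still lower long after the transient transfection. The mean ratio of Gal4-HP1 to Gal4 was 0.923 ± 0.530 (SD across 728 reporters) and the median log2 fold change was -0.28. This value depended on 1 library: the median was 0.46 for replicate 1 and -0.75 for replicate 2, and Gal4-HP1 replicate 2 against Gal4 replicate 1 gave 0.44. Summed expression was 211096 ± 15491 (SD, n = 2) with Gal4-HP1 and 253188 ± 99625 (SD, n = 2) with Gal4, so that the difference was smaller than the spread between the Gal4 replicates. HP1 against Gal4 had a mean ratio of 0.891 ± 0.548 and a median log2 of -0.35, with 0.48 for replicate 1 and -0.89 for replicate 2. Gal4-HP1 against HP1 had a mean ratio of 1.19 ± 0.718 and a median log2 of 0.056, with -0.017 for replicate 1 and 0.15 for replicate 2. In the limma fit 0 reporters changed in each of the 3 comparisons, while 17, 21 and 17 of 740 had an unadjusted p under 0.05. Pericentromeric and other reporters did not differ at day 16 (medians -0.23 and -0.29, difference 0.052, permutation p = 0.313).

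The effects of both days were then compared for the reporters in both tables, whose values were normalised separately. Over the 598 reporters detected in all 8 libraries, the log2 fold change of Gal4-HP1 against Gal4 was lower at day 2 than at day 16 in 577 (96.5%). The median difference was -2.39, with -3.02 for replicate 1 and -2.07 for replicate 2. A limma fit of the difference between days over 718 reporters gave 262 with a stronger reduction at day 2 and 0 with a weaker one at an adjusted p under 0.05. Over the 598 reporters no correlation between the effects of the days was detected (rho 0.0252, permutation p = 0.537, adjusted p 0.982). Pearson's r was 0.0420 (permutation p = 0.305). Over all 718 shared reporters with the pseudocount, rho was 0.0364 (permutation p = 0.329) and r was 0.0866 (permutation p = 0.02). Without replicate 1 rho was 0.109 and r 0.123, and without replicate 2 they were -0.0406 and -0.0543.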

Values the study reported

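The study gave a mean ratio of Gal4-HP1 to Gal4 of 0.23 ± 0.25 at day 2, a mean ratio of HP1 to Gal4 of 0.90 ± 0.98 and a mean ratio of Gal4-HP1 to HP1 of 0.35 ± 0.54. Among the reporters it detected in the control, it counted 18 % as no longer expressed with Gal4-HP1. It put 5.1 % of reporters in the class that changed less than the limit, and 0.27 % of all reporters in the class that rose past it. For the relation of initial expression with the change it gave a Spearman's ρ of 0.00. For reporters in its pericentromeric chromatin state it gave a 2.0-fold stronger median repression than for the rest.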

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

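The test on detection below and the use of HP1 for the question of sorting were chosen after the result was seen. The test on sorting with Gal4 was chosen before. The effect of Gal4-HP1 against Gal4 differed between day 2 and day 16 in a test of the difference itself: 262 of 718 reporters had an adjusted p under 0.05 in limma, each with the lower fold change at day 2. For Gal4-HP1 against HP1 the number was 168, and for HP1 against Gal4 it was 0, with 27 at an unadjusted p under 0.05. An error of the spike-in constants is argued against as the whole cause, because it cannot change which reporters are detected. At day 2, 200 reporters were at 0 in a Gal4-HP1 library and detected in both Gal4 libraries, and 9 were the other way round, although the Gal4-HP1 libraries had more reads on reporters (at least 3347584) than the Gal4 libraries (at most 2972919). In these libraries the size of the change stays tied to the constants, since each moves all reporters of its library by one factor. At day 2 the ratio of mean summed expression was 0.219 for Gal4-HP1 to Gal4 and 0.239 for Gal4-HP1 to HP1. The paper also measured bulk reporter mRNA by RT-qPCR against a housekeeping gene, which does not use the spike-in. By that measure the paper reports lower expression with Gal4-HP1 than with either control, and no major effect of untethered HP1. A reduction seen without the spike-in also argues against the constants as the whole cause of the lower sums. With library medians set equal the test of the difference called 2 reporters, but this removes a shift common to most reporters by construction. A smaller number of sampled molecules in both Gal4-HP1 libraries would also raise the reporters at 0 and was not tested. Sorting cannot be fully told apart from time. Cells were sorted at day 2 only, and cells that never took up plasmid could hide a remaining effect at day 16. The median of -0.28 there depended on the Gal4 library used. Gal4-HP1 against HP1 had a median of -2.14 at day 2 and of 0.056 at day 16 (-0.017 and 0.15 by replicate). The paper reports roughly as many transfected as untransfected cells at the start. If that share held, an undiminished effect would lower the day 16 median beyond this spread. Missing sorting is therefore argued against as the whole cause, but a weaker remaining effect could stay hidden. Loss of the effect with the plasmid, the biological explanation that the design names, was not tested with these libraries. The paper followed the pool by flow cytometry and reports that few cells still carried the transfection marker at day 16. While the marker was common, it reports fewer GFP-positive cells with Gal4-HP1 than in the controls. At day 16 it reports comparable shares, and it concludes that the silencing was not stably passed on.

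The effect of location also differed between days. Over 28 pericentromeric and 570 other reporters detected on both days, the change from day 16 to day 2 was lower by -1.77 on the log2 scale at pericentromeric reporters (medians -4.11 and -2.33, permutation p = 1e-05, the smallest possible, adjusted p 2.5e-05). The size depended on the reporters and libraries used. With each day taken over its own detected reporters it was -0.98, and over the shared reporters the difference of medians between locations was -1.26 at day 2 and 0.045 at day 16. It was -0.87 without replicate 1 and -0.50 within 2 Mb of the centromere side. One constant per library cannot produce a difference between locations within a library. For day 2, lower expression at these sites is argued against as the whole cause by the matched comparison (-1.23, permutation p = 0.00106, adjusted p 0.00177), and few control reads by the difference among reporters with at least 100 reads in both Gal4 libraries (-0.83, permutation p = 0.001, adjusted p 0.00177). These tests were chosen after the result was seen or were known from the study. The same holds for the tests of added HP1 that is not tethered. Its effect against Gal4 was lower at pericentromeric reporters by -0.42 (permutation p = 0.0253, adjusted p 0.0345), but by -0.31 against others matched on Gal4 expression (permutation p = 0.119, adjusted p 0.149), so that a response to location is not shown. Such a response is argued against as the whole cause by the difference of -0.52 with HP1 as denominator (permutation p = 0.0177, adjusted p 0.0266). Whether low reads with Gal4-HP1 contribute cannot be told apart: with at least 100 reads required in all 4 libraries the difference was -0.17 (permutation p = 0.755, adjusted p 0.755), but this filter takes out the reporters that fell most and kept 46.3% of the pericentromeric and 73.2% of the other reporters. Endogenous HP1 near centromeres is an open biological hypothesis that was not tested here.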

How the results depend on the processing

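Of 188 alternative values over 29 results, 132 kept the direction and side of the threshold or moved by less than the spread, 40 moved, 10 changed sign, 3 came past the threshold and 3 fell short of it.

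Counts of changed reporters. With library medians set equal, 5 reporters, all lower, changed between Gal4-HP1 and Gal4 at day 2 and 2, both lower, between Gal4-HP1 and HP1, which by construction removes a shift common to most reporters. With only the constructs compared in the fit, which leaves fewer libraries to estimate the spread, the second count was 243. For HP1 against Gal4 at day 2 the count of 1 became 6 with pseudocount 0.01 (3 lower, 3 higher) and 5 with DESeq2 (4 lower, 1 higher). It became 2 with mean gDNA as divisor (1 lower, 1 higher). It was 0 with pseudocount 1, detected reporters only, only the constructs compared, the trend, equal medians, edgeR and at least 500 gDNA reads. With equal medians, 38 reporters were lower and 25 higher at an unadjusted p under 0.05, against 86 and 10 in the main fit. The cause was not tested. At day 16 DESeq2 called 1 reporter for Gal4-HP1 against Gal4 and 1 for HP1 against Gal4. In the other settings, counts for Gal4-HP1 against Gal4 at day 2 ran from 477 to 721, all lower. DESeq2 gave no adjusted p for 5 reporters at day 2. Leaving out a replicate of a construct leaves 1 library in that arm, so that no calls were made.

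The replicate numbers do not appear to pair the samples: differences between replicates correlated by -0.0369 to 0.0250 between constructs. With the replicate block, 516 reporters changed between Gal4-HP1 and Gal4 at day 2, 358 between Gal4-HP1 and HP1 and 0 between HP1 and Gal4, and at day 16 the block called 1 for HP1 against Gal4. The median of the mean same-numbered log2 ratios, its counterpart for medians, was -2.72 for Gal4-HP1 against Gal4 at day 2.

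Medians. Scaling by total cDNA reads, which ignores the spike-in, gave -0.37 for Gal4-HP1 against Gal4, -0.29 for HP1 against Gal4 and -0.11 for Gal4-HP1 against HP1 at day 2. For Gal4-HP1 against Gal4 all reporters with the pseudocount gave -2.72. With reads of 3 or fewer raised to 3 it was -2.78, and -2.27 for Gal4-HP1 against HP1. With at least 100 reads in all 4 libraries, which removes reporters that fell, it was -2.53, and -0.38 for HP1 against Gal4. Leaving out a replicate number gave -2.68 to -2.62 for Gal4-HP1 against Gal4 and -2.27 to -2.16 for Gal4-HP1 against HP1 at day 2. At day 16 it gave -0.74 to 0.46 for Gal4-HP1 against Gal4 and -0.89 to 0.48 for HP1 against Gal4, where the Gal4 library used decides the sign, and -0.017 to 0.15 for Gal4-HP1 against HP1.

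Classes at day 2. The 1.5-fold limit left 2.63% within the limit. The plain mean put 6.80% at 0 and 0.932% raised. In the upper part of Gal4 expression 7.59% were at 0 and 0% raised. With 3 or fewer reads counted as not detected, 25.7% were at 0. Leaving out a replicate number gave 10.8% to 16.1% at 0, 8.22% to 8.72% within the limit and 1.43% to 1.71% raised.

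Relation of fold change with control expression. Spearman's correlation coefficient was 0.0972 (permutation p = 0.00495) with Gal4 replicate 1 as x and replicate 2 in the denominator, and 0.134 (permutation p = 3e-05) with all reporters above 0 and the pseudocount. It was negative with HP1 as x and denominator (-0.276), and -0.171 and -0.200 with separate HP1 replicates. For the relation of both days, rho was 0.109 (permutation p = 0.00514) without replicate 1 and -0.0406 (permutation p = 0.312) without replicate 2. The cause was not tested.

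Location. The difference at day 2 was negative in each setting, but its size followed the definition: it was -0.43 (permutation p = 0.00258) within 2 Mb of the centromere side and -1.47 (permutation p = 0.00226) at 15 reporters with Het names alone. It fell short of the threshold with undetected reporters included (-0.75, permutation p = 0.0639) and with at least 100 reads in all 4 libraries (-0.17, permutation p = 0.755), a filter that removes reporters that fell. Leaving out a replicate number gave -1.04 to -0.87, and without replicate 1 (-0.87, permutation p = 0.0539) it also fell short. At day 16, where no setting passed the threshold, the sign changed with HP1 as denominator (-0.0698), with matched reporters (-0.15) and on leaving out a replicate number (-0.0573 to 0.17). The difference of the location effect between days was negative and past the threshold in each of 8 other settings, from -1.98 with Het names alone (permutation p = 0.00108) to -0.50 within 2 Mb (permutation p = 0.00953). It was -0.98 (permutation p = 2e-05) with each day over its own detected reporters, -1.66 (permutation p = 0.00343) with matched reporters, -1.24 (permutation p = 0.00218) with undetected reporters included and -0.65 (permutation p = 0.0111) with HP1 as denominator. Leaving out a replicate number gave -1.44 to -0.87. Control expression was lower at pericentromeric reporters in each setting, but the size varied. The difference was -1.18 with pseudocount 1 and -2.29 in the HP1 libraries. It was -1.31 without replicate 1 and -1.93 without replicate 2.

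Replicates and depth. Over reporters detected in both replicates, Pearson's r was 0.780 for Gal4-HP1 at day 2 and 0.893 for Gal4 at day 16. The settings with a read floor, with 3 or fewer reads as not detected, a minimum of 100 reads or separate HP1 replicates, and those for the location effect between days, were chosen after seeing the data, and the rest before the data were examined. Whether more reads would shrink the class at 0 was not tested. At day 2 Gal4-HP1 replicate 1 had more reads on reporters than replicate 2 (4468228 and 3347584) but also more reporters at 0 (201 and 142). In these libraries 79 and 54 reporters had 1 to 3 reads, 3 and 13 had 4 to 19, and 56 and 151 had 20 to 99. Both observations argue against read depth as the only reason for a count of 0.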

Other observations

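Over this part and the one on flagged results, 15 permutation tests were run, and adjusted p-values are over these. The tests on the offset at day 16, on counting noise, on scaling of the HP1 libraries and on separate HP1 replicates were chosen after the related values had been seen, and the other tests in this part before.

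Reporters at 0 reads with Gal4-HP1 were concentrated among rare reporters. Among reporters detected in both HP1 libraries, a choice that uses neither construct compared, 27.9% of the Gal4-HP1 measurements were at 0 in the lowest quartile of gDNA abundance (95% Wilson interval 24.1 to 32.0), and 1.20% in the highest (0.551 to 2.59). With Gal4 these shares were 2.99% and 0.200% (0.0353 to 1.12). A candidate explanation is that few cells or molecules of rare reporters were sampled, so that a strongly lowered reporter gives no read. The class at 0 would then depend on abundance as well as on repression. No biological explanation was tested.

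Replicates differed by more than read counting gives. For reporters with at least 1000 cDNA reads in both replicates, the robust SD of the log2 difference was between 8.82 and 15.2 times the SD from counting. Separately made libraries differ by more than counting in any case, and the sampling of molecules before PCR is not in that SD, so that this ratio does not decide the source. The gDNA reads of replicates spread between 0.566 and 1.10 times as widely as expression over the 3 constructs and both days. Their robust SD on the log2 scale, 0.38 to 0.59, was wider than that of the cDNA reads, 0.27 to 0.47, in 5 of the 6 pairs of libraries, the exception being Gal4-HP1 at day 2 (0.42 and 0.47). The gDNA spread holds true differences in abundance between replicates as well as error, so that error of the gDNA measurement cannot be told apart as a source. With mean gDNA of the day as divisor, 721 reporters changed between Gal4-HP1 and Gal4 at day 2. No biological explanation was tested.

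The offset between the Gal4 libraries of day 16 was not one factor. The log2 difference of replicate 2 from replicate 1 had a median of 1.59 in the lowest quartile of expression, taken from the Gal4-HP1 and HP1 libraries, and of 0.78 in the highest (rho across 726 reporters -0.311, permutation p = 1e-05, the smallest possible, adjusted p 2.5e-05). This argues against a wrong spike-in constant as the whole cause, though a constant could account for part. What differed between these libraries was not tested, and the labels give no batch.

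Most reporters were lower with untethered HP1 than with Gal4 at day 2, but the sum was nearly the same. The change followed expression measured outside the ratio, at day 16: the median log2 of HP1 against Gal4 was -1.10 in the lowest and -0.20 in the highest quartile (rho across 669 reporters 0.373, permutation p = 1e-05, the smallest possible, adjusted p 2.5e-05). This argues against a scale factor as the whole cause. Loss of weak reporters at low reads is argued against too, since rho was 0.339 among 497 reporters with at least 100 reads in all 4 libraries (permutation p = 1e-05, adjusted p 2.5e-05). A stronger response of weakly expressed sites to added HP1 is a hypothesis that these tests leave open. They also leave open a difference between libraries that follows expression. The Gal4 replicates of day 16 differed in that way, by a median of 1.59 in the lowest and 0.78 in the highest quartile. HP1 was below Gal4 at 533 of 727 reporters at day 16 too, against 718 of 981 at day 2. At day 16 the sign of the median followed the Gal4 library used (0.48 and -0.89 by replicate). The test of the difference between days called 0 reporters for HP1 against Gal4. The share of lower reporters alone therefore does not point to added HP1.

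The relation of expression and fold change was negative with HP1 as denominator (rho -0.276). Shared noise of x and the denominator is argued against as the whole cause, because rho was -0.171 and -0.200 with separate HP1 replicates (permutation p = 1e-05 and adjusted p 2.5e-05 for each, the first being the smallest possible). A candidate explanation is the lower expression with HP1 described above, which is strongest at weak reporters and would lower the denominator most there.

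Neighbouring reporters were alike in control expression. For 169 pairs of adjacent reporters within 20 kb, the rank correlation of Gal4 expression was 0.593, above the highest value of 0.290 in 1000 random pairings on the same chromosome (one-sided permutation p = 0.001, the smallest possible, adjusted p 0.00177). For the fold change of Gal4-HP1 against Gal4 it was 0.0816 in 108 pairs (one-sided permutation p = 0.175, adjusted p 0.202), within the random range. Similarity of the change was not detectable in these pairs. Local chromatin is an untested hypothesis for the first.

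Orientation of the reporter on the reference strand made no detectable difference to Gal4 expression (520 plus and 573 minus, difference of median log2 0.22, permutation p = 0.511, adjusted p 0.547).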
